# Establishment of bone marrow-derived M-CSF receptor-dependent self-renewing macrophages

**DOI:** 10.1038/s41420-020-00300-3

**Published:** 2020-07-23

**Authors:** Hesham Nasser, Partho Adhikary, Amira Abdel-Daim, Osamu Noyori, Jutatip Panaampon, Ryusho Kariya, Seiji Okada, Wenjuan Ma, Masaya Baba, Hitoshi Takizawa, Mariko Yamane, Hitoshi Niwa, Shinya Suzu

**Keywords:** Cell growth, Innate immune cells

## Abstract

Recent studies have revealed that tissue macrophages are derived from yolk sac precursors or fetal liver monocytes, in addition to bone marrow monocytes. The relative contribution of these cells to the tissue macrophage pool is not fully understood, but embryo-derived cells are supposed to be more important because of their capacity to self-renew. Here, we show the presence of adult bone marrow-derived macrophages that retain self-renewing capacity. The self-renewing macrophages were readily obtained by long-term culture of mouse bone marrow cells with macrophage colony-stimulating factor (M-CSF), a key cytokine for macrophage development. They were non-tumorigenic and proliferated in the presence of M-CSF in unlimited numbers. Despite several differences from non-proliferating macrophages, they retained many features of cells of the monocytic lineage, including the differentiation into dendritic cells or osteoclasts. Among the transcription factors involved in the self-renewal of embryonic stem cells, Krüppel-like factor 2 (KLF2) was strongly upregulated upon M-CSF stimulation in the self-renewing macrophages, which was accompanied by the downregulation of MafB, a transcription factor that suppresses KLF2 expression. Indeed, knockdown of KLF2 led to cell cycle arrest and diminished cell proliferation in the self-renewing macrophages. Our new cell model would be useful to unravel differences in phenotype, function, and molecular mechanism of proliferation among self-renewing macrophages with different origins.

## Introduction

It was believed that tissue-resident macrophages in an adult are maintained by a constant replenishment by bone marrow-derived circulating monocytes in the steady state, and the monocyte-derived macrophages are non-proliferating cells^1^. However, recent studies have shown that macrophages in several tissues were derived from the precursors in yolk sac or fetal liver independently of bone marrow, and self-maintained throughout life^2,3^. Although the relative contribution of these precursors in the yolk sac, fetal liver, or bone marrow to maintain macrophage pool in each tissue is not fully understood^4^, embryo-derived counterparts are supposed to be more important because of their self-renewing ability.

Nevertheless, several in vivo studies using mice have demonstrated that bone marrow-derived monocytes can also differentiate into self-renewing tissue-resident macrophages that resemble their embryonic counterparts, under certain circumstances^5–8^. For instance, multiple fate-mapping approaches showed that arterial macrophages arise embryonically from CX3CR1^+^ precursors and postnatally from bone marrow-derived monocytes that colonize the tissue immediately after birth, and the proliferation of the two populations sustains arterial macrophages in the steady state and after severe depletion of sepsis^8^. Thus, it appears that the pool of tissue macrophages can be maintained by the recruitment of monocytes, and the proliferation of both embryo-derived macrophages and bone marrow-derived macrophages^9–11^. However, it remains unclear how the two self-renewing populations are similar and different in phenotype and function, and whether they possess an equal self-renewing ability or share a common mechanism of self-renewal. To this end, the isolation, expansion and ex vivo analysis of these populations are required.

Fejer et al. recently reported the isolation and expansion of mouse fetal liver-derived self-renewing macrophages, which proliferate in vitro for an extended period in almost unlimited numbers in the presence of a cytokine, granulocyte/macrophage colony-stimulating factor (GM-CSF)^12^. The fetal liver-derived macrophages (MPI cells) also proliferate in the presence of another cytokine, macrophage CSF (M-CSF, also known as CSF-1), albeit in a slower rate than the presence of GM-CSF^12^. The isolation and expansion of mouse yolk sac-derived M-CSF-dependent macrophages have also been reported^13^. However, it is not well understood what molecular mechanisms enable the embryo-derived self-renewing macrophage model to proliferate for a long period in the presence of cytokines, in particular, M-CSF, a key regulator for macrophage development in most tissues^14,15^. In addition, the isolation and expansion of an adult counterpart, that is, bone marrow-derived M-CSF-dependent self-renewing macrophage cell model has not been reported yet.

Here, we report a simple culture method to enrich and expand M-CSF-dependent self-renewing macrophages from mouse bone marrow, and their phenotypical and functional characteristics. Furthermore, we provide evidence suggesting that their self-renewal is governed by molecular machinery that involves transcription factors, Krüppel-like factor 2 (KLF2) and c-Myc, as proposed in an engineered self-renewing macrophage model (MafB/c-Maf double knockout (Maf-DKO) macrophages) established from mice with combined deficiency for other transcription factors, MafB and c-Maf^16,17^.

## Results

### Expansion of bone marrow self-renewing macrophages in a long-term culture

We hypothesized that if macrophages with self-renewing ability are present in bone marrow, they can be expanded during a long-term culture. We therefore cultured bone marrow cells of C57BL/6 mice in the presence of M-CSF, and repeated detachment and reseeding of macrophages (Fig. 1a). Adherent cells after the initial seeding of bone marrow cells were defined as primary macrophages. The proliferation of primary macrophages became slower along with the passage, and most macrophages ceased to proliferate and begun to die at the fourth passage (Fig. 1b). Instead, several growing colonies appeared (Fig. 1c, left), which were composed of macrophage-like adherent cells (right). Cells in the colonies proliferated when isolated and reseeded (Fig. 1d). Similar proliferating macrophage-like cells were obtained when the bone marrow of BALB/c mice was used (Supplementary Fig. 1), indicating that their presence is independent of mouse strains. Of interest, cells in the fourth passage colonies contained two distinct populations based on the expression level of MHC class II (Fig. 1e, upper). MHC-II^low^ population predominated in the culture over time (Fig. 1e, upper), but no such change was observed for CD80 (lower). Self-renewing macrophages derived from fetal liver express MHC-II at a low level^12^, and monocyte-derived macrophages in the heart express a chemokine receptor CCR2 at a high level^9,18^. In line with these findings, the MHC-II^low^ population expressed CCR2 at a lower level than the MHC-II^high^ population (Fig. 1e, right). Moreover, when purified, the MHC-II^low^ population, but not the MHC-II^high^ population, proliferated (Fig. 1f) and could be serially passaged (Fig. 1g). Thus, it is highly likely that during the long-term culture with repeated passages, monocyte-derived MHC-II^high^ macrophages disappeared gradually because of a limited ability to divide, whereas MHC-II^low^ macrophage population with self-renewing capacity in the bone marrow survived and expanded.

**Fig. 1:**
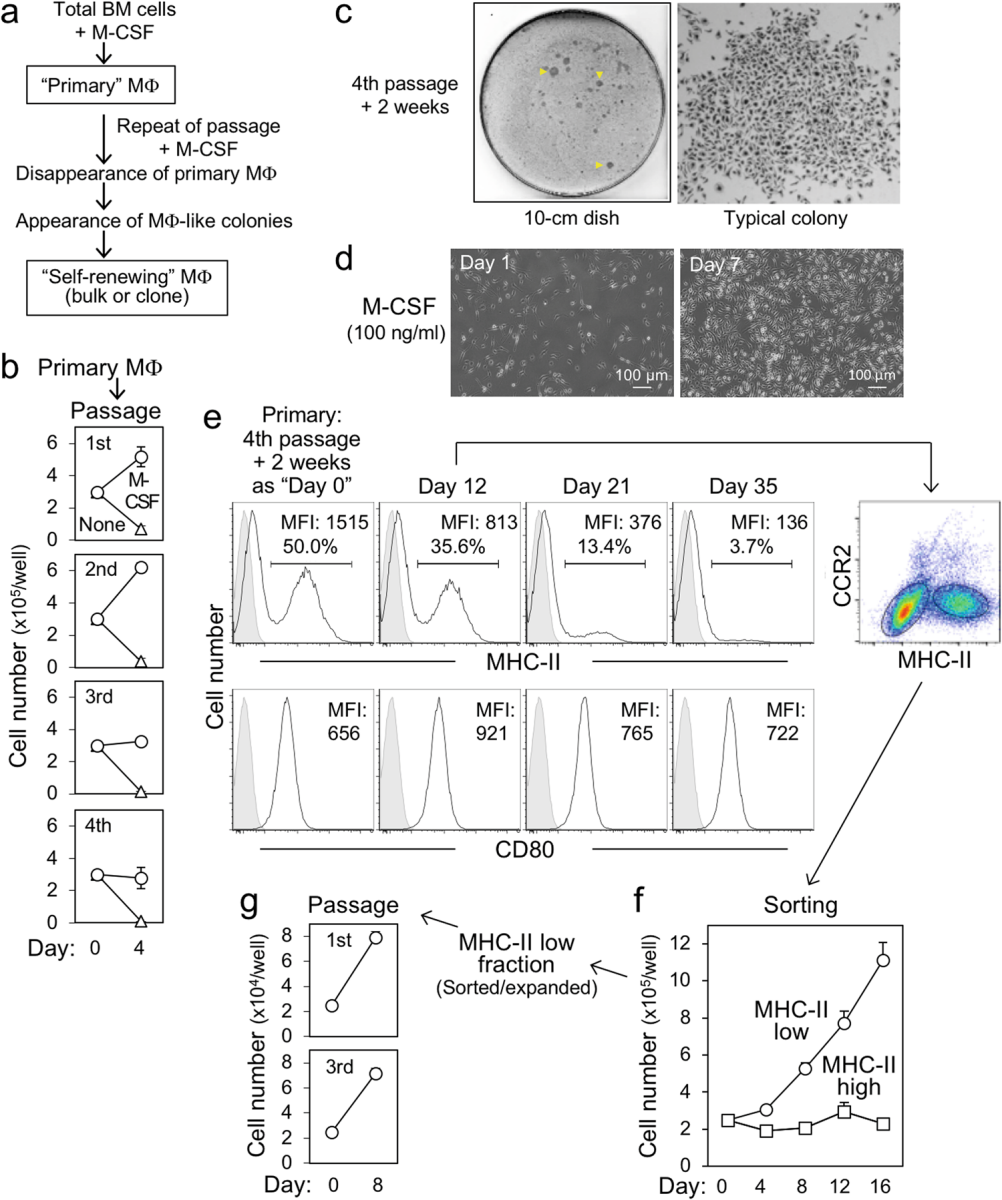
Expansion of the self-renewing macrophages in the long-term culture. **a** The outline of the long-term culture with a repeated passage. BM bone marrow, MΦ macrophages. **b** Primary bone marrow-derived macrophages were detached, seeded at 3 × 10^5^ cells/well, and cultured for 4 days in the absence (none) or presence of 100 ng/ml rhM-CSF. The cells were serially passaged and the number of viable cells was counted (mean ± SD, *n* = 3). **c** After the fourth passage, cells were cultured for 2 weeks in the presence of rhM-CSF and stained by Wright-Giemsa staining. Colonies appeared are indicated by yellow arrowheads (left panel). **d** Colonies appeared as in **c** were collected, reseeded, and cultured for 7 days in the presence of rhM-CSF. **e** After the fourth passage, cells were cultured for 2 weeks in the presence of rhM-CSF (defined as “day 0”) and analyzed for the expression of MHC-II by flow cytometry. CD80 was added as a reference. The analysis was repeated as indicated. At day 12, cells were also analyzed for the expression of CCR2. The mean fluorescence intensity (MFI) and the percentage of positive cells (for MHC-II) are shown. **f** The MHC-II^low^ and MHC-II^high^ fraction observed as in **e** (day 12) were sorted and cultured for up to day 16 in the presence of rhM-CSF, and the number of viable cells was counted (mean ± SD, *n* = 3). **g** The MHC-II^low^ cells expanded in **f** were reseeded and cultured for 8 days in the presence of rhM-CSF. The cells were serially passaged and the number of viable cells was counted (mean ± SD, *n* = 3).

### Non-tumorigenicity and M-CSF receptor-dependent proliferation of the self-renewing macrophages

The self-renewing macrophages did not give rise to tumors when injected into immunodeficient mice, irrespective of the injection route (Fig. 2, Supplementary Fig. 2), indicating that they were not tumorigenic. They required M-CSF or IL-34, but not IL-4, IL-13, IL-33, or GM-CSF, for the proliferation (Fig. 3a), and expressed M-CSF receptor (Fig. 3b), the common receptor for M-CSF and IL-34 (ref. ^19^). The knockdown of the receptor (Fig. 3c) abolished the M-CSF- or IL-34-dependent proliferation (Fig. 3d). When combined with M-CSF, IL-4 slightly inhibited the proliferation (Fig. 3e, right) without affecting M-CSF receptor expression (Supplementary Fig. 3). When combined with a suboptimal concentration of M-CSF (10 ng/ml), IL-33 slightly stimulated the proliferation (Fig. 3e, middle). Under the same conditions, GM-CSF strongly potentiated M-CSF-dependent proliferation (Fig. 3e, left), which was consistent with the fact that GM-CSF supported the survival of self-renewing macrophages (Fig. 3a). The self-renewing macrophages could be serially passaged in the presence of M-CSF at least for 1 year with a constant doubling time (data not shown). Thus, the self-renewing macrophages are non-tumorigenic and proliferated in the presence of M-CSF in unlimited numbers.

**Fig. 2:**
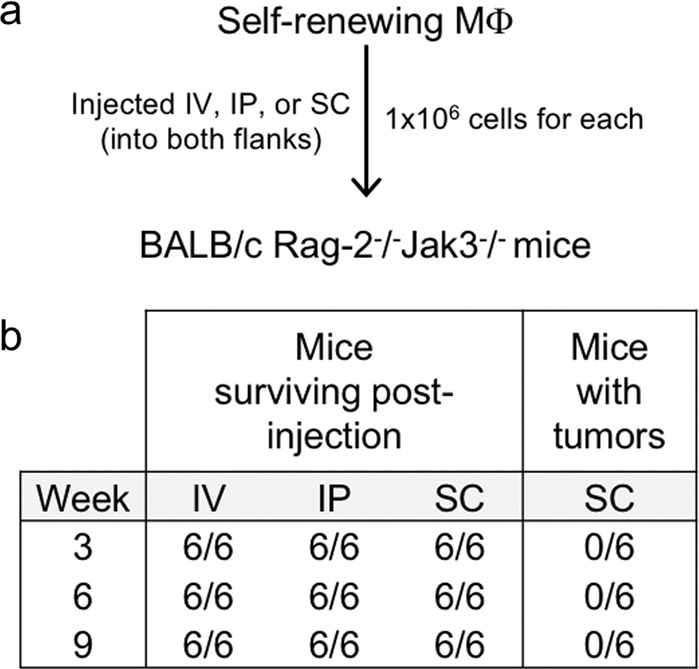
Non-tumorigenicity of the self-renewing macrophages. **a** Experimental outline for Fig. 2. MΦ macrophages, IV intravenously, IP intraperitoneally, SC subcutaneously. **b** BALB/c Rag-2^−/−^Jak3^−/−^ mice were injected with self-renewing macrophages (1 × 10^5^ cells/mouse, *n* = 6 for each group) intravenously (IV), intraperitoneally (IP), or subcutaneously (SC; into both flanks). The number of living mice and tumor-bearing mice (for SC group) was monitored at 3, 6, and 9 weeks after injection of cells.

**Fig. 3:**
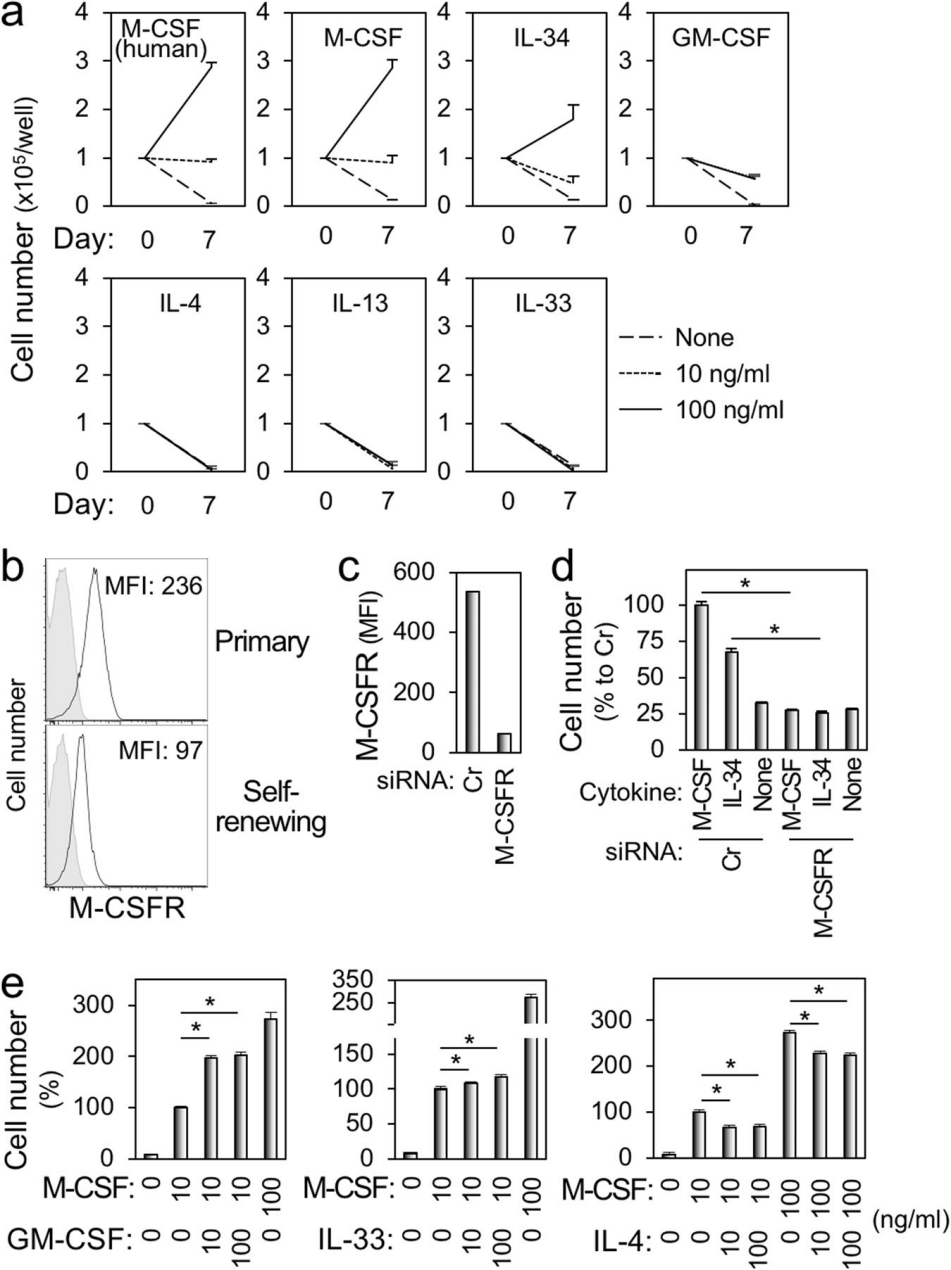
The proliferative response of the self-renewing macrophages to cytokines. **a** The self-renewing macrophages were cultured in the absence or presence of cytokine indicated (10 or 100 ng/ml) for 7 days. Regarding M-CSF, both human and mouse M-CSF were used. The number of viable cells was counted (mean ± SD, *n* = 3). **b**–**d** In **b**, the self-renewing macrophages (lower) and primary bone marrow-derived macrophages (upper) were analyzed for the expression of M-CSF receptor (M-CSFR) by flow cytometry. MFI mean fluorescence intensity. In **c**, the self-renewing macrophages were transfected with control (Cr) or M-CSF receptor-specific siRNA, cultured for 2 days in the presence of rhM-CSF, and subjected to flow cytometric analysis to verify the efficient knockdown. In **d**, the transfected cells prepared as in **c** were cultured for 2 days in the absence (none) or presence (100 ng/ml) of either rhM-CSF or rmIL-34, and their proliferation was assessed using the MTT assay. The number of cells is shown, by setting the value of the control (leftmost) as 100% (mean ± SD, *n* = 3), *p < 0.05. **e** The self-renewing macrophages were cultured for 2 days under the conditions indicated, and their proliferation was assessed using the MTT assay. rhM-CSF, rmGM-CSF, rmIL-33, and rmIL-4 were used. The number of cells is shown by setting the value of the control (M-CSF at 10 ng/ml, second left) as 100% (mean ± SD, *n* = 3), *p < 0.05.

### Phenotypic properties of the self-renewing macrophages

We further analyzed the phenotypes of the self-renewing macrophages. They were positive for CD45 (hematopoietic cell marker), F4/80 and Mac-1 (macrophage marker), and MHC-I (Fig. 4a), although they minimally expressed MHC-II (Fig. 4a), as mentioned (Fig. 1e–g). There were genes expressed differently between self-renewing and primary macrophages (Supplementary Fig. 4a, b), but they had both macropinocytic and phagocytic activities (Fig. 4b), the hallmark functions of macrophages. 

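RNA of primary macrophages and of self-renewing macrophages was hybridised to Agilent mouse expression arrays, 1 array for each cell type, with 1 dye. The primary macrophages were collected at day 5 according to the sample labels, where the methods give 5 to 7 days of culture, and the self-renewing macrophages after passage 4. Both cultures received 100 ng/ml M-CSF. The arrays lay on 1 slide and were scanned together. The authors deposited the scanner's output, in which the brightness of each spot had been corrected for background within the array, and a table of the same intensities multiplied by 1 constant per array, 1.07 for the primary and 1.19 for the self-renewing macrophages. The paper's text names its analysis software but not the normalization. Here log2 of the background-corrected intensity was taken relative to the 75th percentile of each array's gene probes, which stood at an intensity of 434 on the primary array and 446 on the self-renewing array. Of 56605 gene probes, 34810 were well above background on the primary array and 33095 on the self-renewing array, and no spot was saturated. Through their transcript accessions, 58.3% of the 56598 probes compared were matched to a gene name. A gene was represented by its probe with the highest mean signal. A gene well above background on 1 array only has a lower bound, taken against the higher of the other array's lowest signal well above background and the probe's own signal there, and is written as at least N-fold. Such a bound holds for the background correction used here only. Probes present in 10 spots varied by a median SD of 0.043 and 0.047 log2 between spots of 1 array, while probes for the same gene differed in their log2 difference by a root mean square SD of 0.325. With 1 array per cell type, the differences have no replicate check, and no test was made. The labels give male mice for both samples. Of 6 Y-linked genes on the array, 0 were well above background in the primary macrophages and 4 in the self-renewing macrophages. Xist, which is transcribed from the inactive X chromosome, was well above background in the primary macrophages only.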

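Of 15515 named genes well above background on at least 1 array, 14003 were so on both, 1181 in the primary macrophages only and 331 in the self-renewing macrophages only. The signal of 739 genes was at least 2-fold higher in the self-renewing macrophages and that of 1300 genes at least 2-fold lower. At 5-fold, 159 genes were higher and 454 lower. Among the genes well above background on both arrays, the median difference was 0.01 log2, and 588 were at least 2-fold higher and 781 at least 2-fold lower. The total of these counts depended most on the background correction and the filter on dim probes, and the balance of rises and falls on the scaling as well. With the authors' scaled values, 1035 genes were higher and 1069 lower at 2-fold. With a model-based background correction, 429 genes were higher and 750 lower at 2-fold, and with no filter on background 1192 were higher and 2336 lower.

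**Figure D1:**
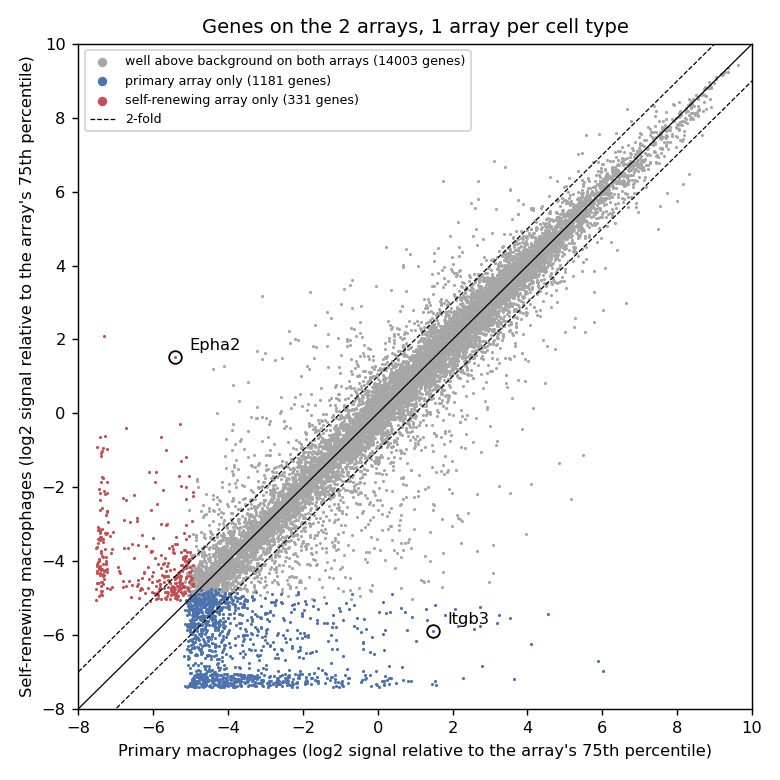
Signal of each named gene in primary macrophages (horizontal axis) and self-renewing macrophages (vertical axis), as log2 relative to the array's 75th percentile. Each point is 1 gene, grey where it was well above background on both arrays (14003 genes), blue in the primary macrophages only (1181 genes) and red in the self-renewing macrophages only (331 genes); the solid line marks equal signal, the dashed lines 2-fold, and the circles Epha2 and Itgb3.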

Liposomal clodronate, which is widely used to deplete macrophages because macrophages efficiently ingest it via their phagocytic activity, reduced the number of self-renewing macrophages (Fig. 4c). There were differences in the production of several chemokines, including CCL3, CCL4, and CCL5, all of which are CCR5 ligands, between self-renewing and primary macrophages (Fig. 4d). Of interest, TNF-α or IL-6 induced by LPS in the self-renewing macrophages was significantly higher than that in primary macrophages (Fig. 4e), which was consistent with the enriched expression of genes involved in signaling of TLR4 (Supplementary Fig. 3c). 

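The members of the paper's gene sets are not named in its text, so the Reactome mouse set of activated TLR4 signalling was used, together with the union of 2 Reactome sets for MAP kinase and NF-κB activation in TLR cascades. The labels name no LPS treatment of either culture. On these arrays, 87 genes of the first set were well above background on at least 1 array. Their median difference between self-renewing and primary macrophages was 0.09 log2, or 1.06-fold higher, with 54 genes higher and 33 lower. Against 10000 random lists of the same size and mean expression, this median lay at percentile 92.0, within the middle 90% of random medians, which reached from -0.05 to 0.10 log2. For the second set, the median over 53 genes was 0.13 log2, with 37 genes higher and 16 lower, at percentile 96.7 of its random lists, while a list of 56 such genes written by hand lay at 94.6. The 3 other Reactome sets that name TLR4, looked at afterwards, share most of their genes with the first set. The whole TLR4 cascade lay at percentile 86.1 (91 genes), and its TRIF-mediated and MyD88-independent parts, each shared with TLR3, at 97.5 (74 genes) and 98.5 (75 genes). These percentiles describe these 2 arrays only. The percentile of the first set ranged from 89.8 to 98.5 over 10 other ways of processing the arrays, and was above 95 in 4 of them. With the authors' own scaled values, which raise every gene in the self-renewing macrophages by 0.19 log2 relative to the scaling used here, the medians were 0.27 and 0.32 log2. The gene set enrichment analysis itself was not repeated here. The paper sets the enriched expression of TLR4 signaling genes beside the higher TNF-α and IL-6 after LPS (Fig. 4e).

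**Figure D2:**
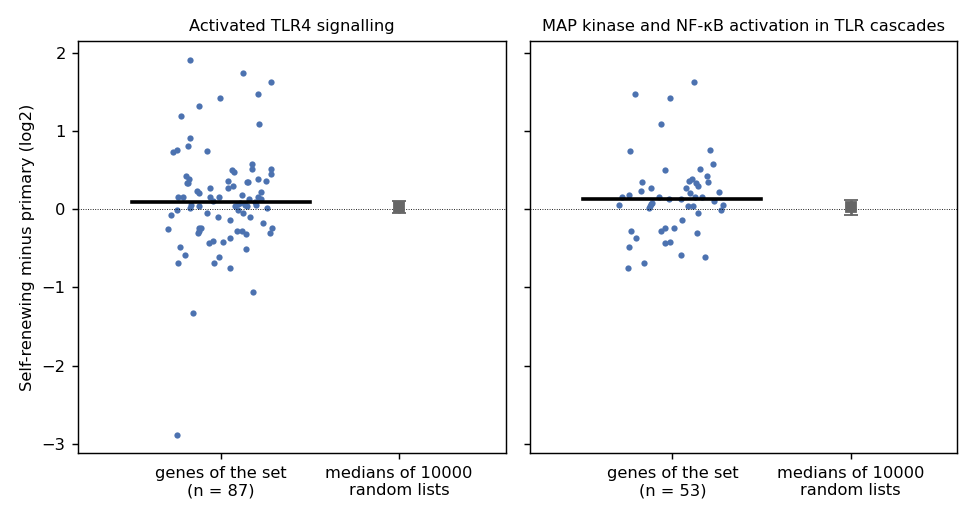
Difference in log2 signal between self-renewing and primary macrophages for the genes of the activated TLR4 signalling set (left, 87 genes) and of the MAP kinase and NF-κB activation sets (right, 53 genes). Blue points are genes, spread sideways for visibility, and the black line is their median (0.09 and 0.13 log2); the grey square is the median of 10000 random list medians and its bars run from their 5th to their 95th percentile.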

The self-renewing macrophages exhibited morphological and phenotypical features of dendritic cells (Fig. 5a, b) or osteoclasts (Fig. 5c–e) when cultured under differentiation-inducing conditions, that is, GM-CSF plus IL-4 for dendritic cells, or M-CSF plus RANKL for osteoclasts. Thus, despite several differences from primary non-proliferating macrophages, including the expression of MHC-II and response to LPS, the self-renewing macrophages retained many features of cells of the monocytic lineage, including the differentiation into dendritic cells or osteoclasts.

**Fig. 4:**
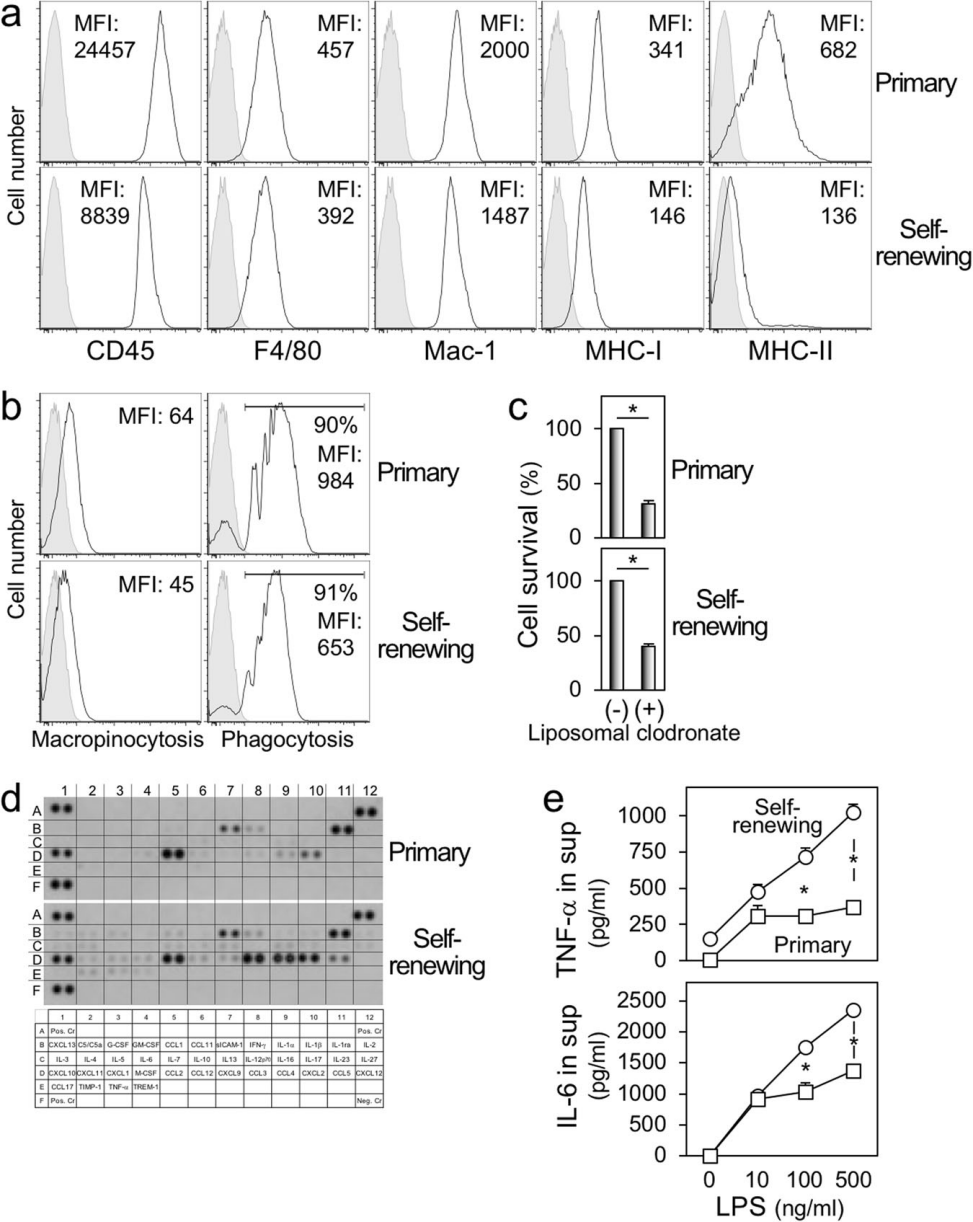
The phenotypes and functions of the self-renewing macrophages. **a**, **b** In **a**, the self-renewing macrophages (lower) and primary bone marrow-derived macrophages (upper) were analyzed for the expression of cell surface proteins indicated by flow cytometry. In **b**, they were analyzed for their macropinocytic (left) or phagocytic activities (right) by flow cytometry. In the right panels, the percentage of cells with phagocytic activities was also shown. MFI mean fluorescence intensity. **c** The self-renewing macrophages (lower) and primary bone marrow-derived macrophages (upper) were cultured in the presence of rhM-CSF alone or copresence with liposomal clodronate for 2 days. Their survival was assessed using the MTT assay. The number of cells is shown by setting the value of the control (liposomal clodronate free) as 100% (mean ± SD, *n* = 3), *p < 0.05. **d** The self-renewing macrophages (lower) and primary bone marrow-derived macrophages (upper) were analyzed for the relative levels of multiple cytokines and chemokines in their culture supernatants using an antibody array. **e** The self-renewing macrophages (circle) and primary bone marrow-derived macrophages (square) were cultured for 2 days in the presence of rhM-CSF and the indicated concentration of LPS. The concentration of TNF-α (upper) or IL-6 (lower) in the supernatants were quantified by ELISA (mean ± SD, *n* = 3). *p < 0.05.

**Fig. 5:**
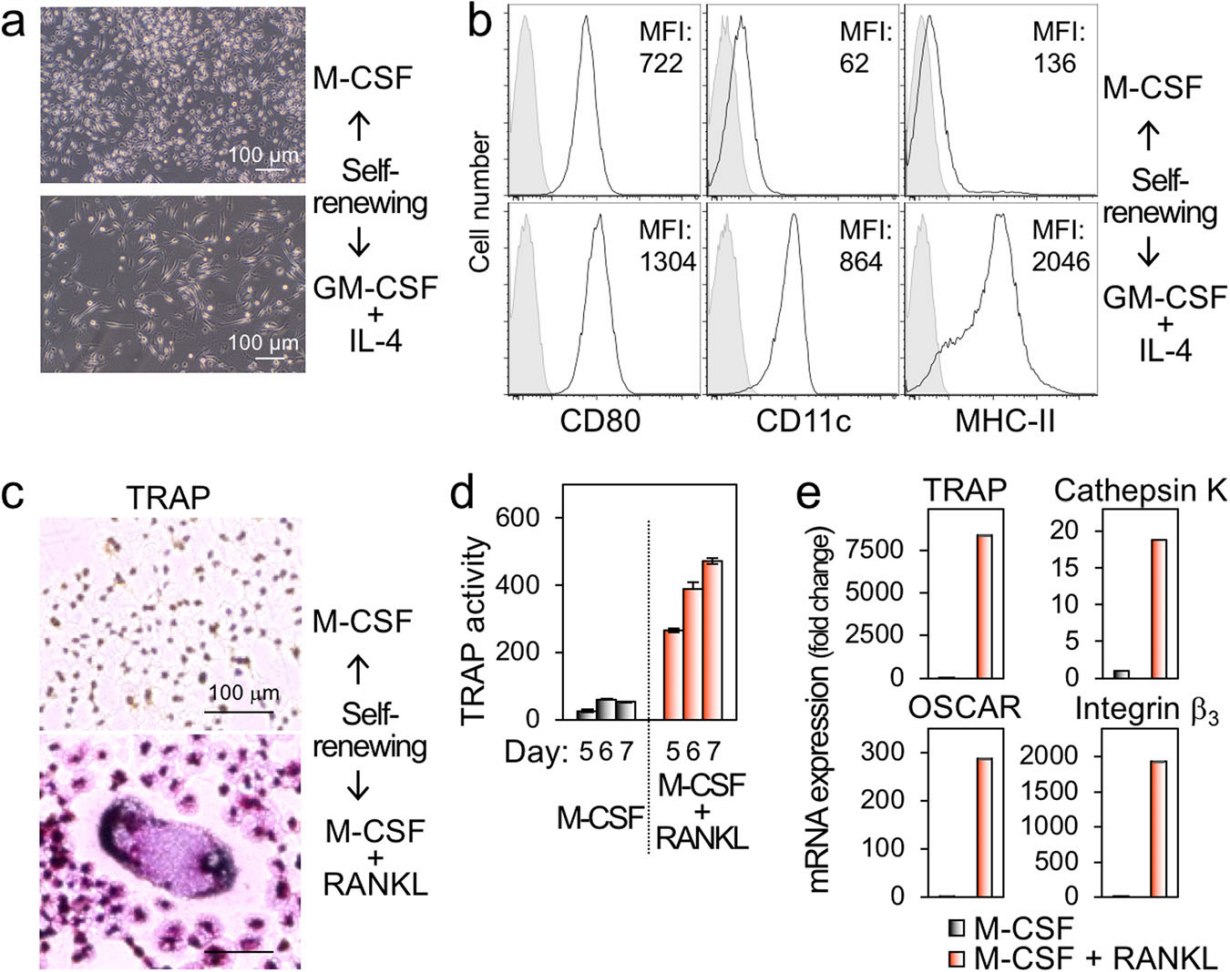
The differentiation of the self-renewing macrophages into dendritic cells or osteoclasts. **a** The self-renewing macrophages were cultured for 5 days with rhM-CSF (upper) alone or rmGM-CSF plus rmIL-4 (lower). **b** The self-renewing macrophages were cultured as in **a**, and analyzed for the expression of CD80, CD11c, or MHC-II by flow cytometry. MFI mean fluorescence intensity. **c** The self-renewing macrophages were cultured for 7 days with rhM-CSF (upper) alone or rhM-CSF plus rhRANKL (lower), and subjected to tartrate-resistant acid phosphatase (TRAP) staining. **d** The self-renewing macrophages were cultured as in **c** for 5, 6, or 7 days. Their TRAP activity was also quantified using the TRAP solution kit, and calculated as nmoles of p-NP per ml (mean ± SD, *n* = 3). **e** The self-renewing macrophages were cultured as in **c** for 3 days, and analyzed for the expression of the indicated genes by qRT-PCR.

### Upregulation of KLF2 upon M-CSF stimulation in the self-renewing macrophages

We next examined the molecular basis for the proliferative capacity of macrophages established in this study. Macrophages of mice with combined deficiency for transcription factors, MafB and c-Maf, continuously proliferated in an ex vivo culture with M-CSF^16^. In the Maf-DKO macrophages, several genes among those involved in self-renewal/pluripotency for embryonic stem (ES) cells showed an elevated level of basal expression^17^. Among those genes, a concomitant elevated expression of transcription factors, KLF2, KLF4, and c-Myc, appears to enable the continuous proliferation of Maf-DKO macrophages^17^. However, in the self-renewing macrophages, most of those genes including KLF4 and c-Myc did not show any obvious (>5-fold) elevated expression (data not shown). 

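The text does not name the assay behind this statement, and the values given here are from the arrays. As only some of the genes are named, a list of 32 genes of ES cell self-renewal and pluripotency was written for this comparison. Of these, 22 were well above background on at least 1 array and 10 on neither. None, that is 0 genes, was more than 5-fold higher in the self-renewing macrophages, and this count was 0 under each of 8 other ways of processing the arrays. None of these ways relates a gene to Gapdh, the reference of the paper's qRT-PCR. Gapdh was 1.68-fold lower in the self-renewing macrophages on the arrays. Every gene would stand higher relative to Gapdh, so the count need not hold there. Klf4 differed by -0.01 log2, and by -0.05 to 0.17 log2 over those alternatives, so that its direction was not fixed, with its signal 3.55 log2 above the 75th percentile in primary macrophages and 3.53 log2 in self-renewing macrophages. Myc was 1.47-fold lower in the self-renewing macrophages, and its 2 probes gave -0.55 and -0.51 log2. Klf2 was the only gene of the list at least 2-fold higher, at 3.09-fold, measured by 1 probe. In the other direction, Dppa3 was at least 37.0-fold lower and Gdf3 4.37-fold lower by its probe that was well above background on both arrays. A second Gdf3 probe, well above background in primary macrophages only, gave a bound of -7.80 log2, and the mean over the probes was -4.97 log2. The value of Dppa3 ranged from -7.38 to -2.96 log2 over the alternatives. The median of the 22 genes was -0.05 log2, at percentile 32.6 of random lists matched on expression, and was above 0 with the authors' scaled values only.

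**Figure D3:**
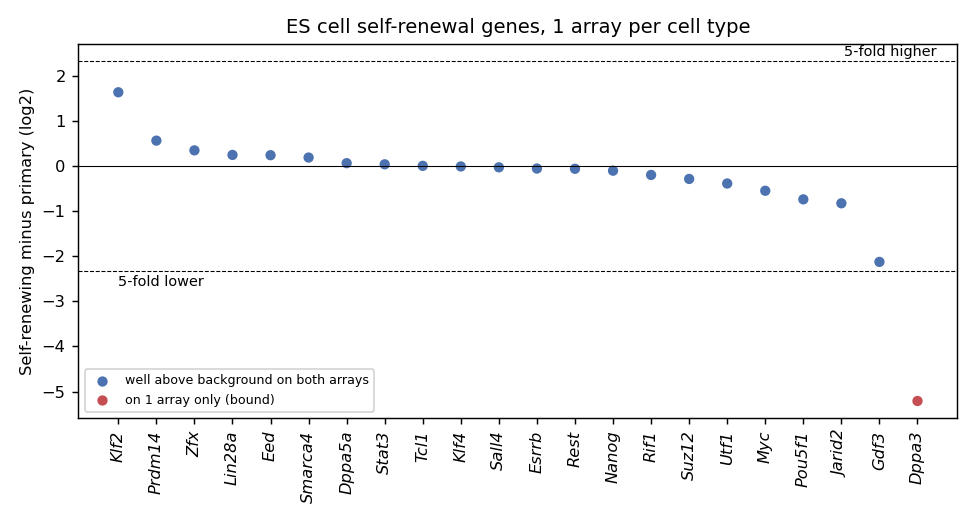
Difference in log2 signal between self-renewing and primary macrophages for the 22 detected genes of the ES cell self-renewal list, in order of size. Blue points were well above background on both arrays and the red point, Dppa3, in primary macrophages only, where it is a bound; dashed lines mark 5-fold, above which 0 genes lie.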

KLF2 showed an elevated expression, but its extent was modest (Supplementary Fig. 5a). The level of c-Maf (data not shown) and MafB (Supplementary Fig. 5a) in the self-renewing macrophages was comparable to that of primary macrophages.

Of importance, the self-renewing macrophages showed an upregulation of KLF2, KLF4, and c-Myc in response to M-CSF stimulation (Fig. 6a). KLF2 upregulation was most apparent in fold change (Fig. 6a, left), and its peak expression level was higher than the expression in ES cells (Supplementary Fig. 5b) and comparable to the expression of the housekeeping gene GAPDH (Fig. 6a, right). Furthermore, the KLF2 upregulation correlated with the proliferation of the self-renewing macrophages. (1) GM-CSF, which supported the survival, but not proliferation, of the self-renewing macrophages (see Fig. 3a), minimally upregulated KLF2, despite a comparable upregulation of c-Myc by these cytokines (Fig. 6b). (2) In the step of enrichment/expansion of the self-renewing macrophages, the cultures were composed of MHC-II^high^ and MHC-II^low^ fractions (see Fig. 1e–g). KLF2 upregulation by M-CSF stimulation in MHC-II^low^ fraction that contains self-renewing macrophages was more obvious than that in MHC-II^high^ fraction (data not shown). (3) The self-renewing macrophages showed a higher KLF2 upregulation than primary macrophages, despite a comparable upregulation of c-Myc in these cells (Fig. 6c).

**Fig. 6:**
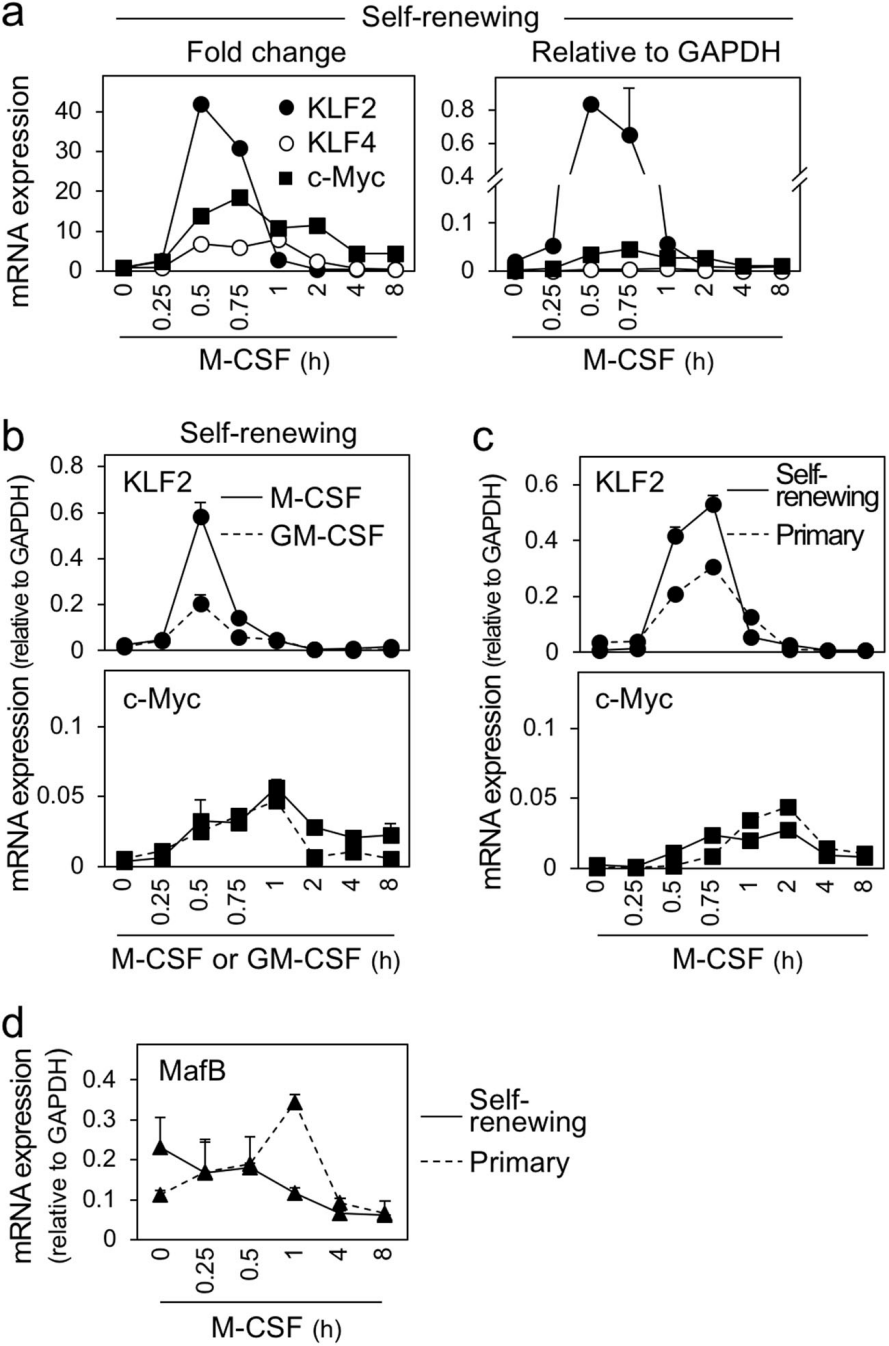
The upregulation of KLF2 upon M-CSF stimulation in the self-renewing macrophages. **a** The self-renewing macrophages were M-CSF-depleted and restimulated with rhM-CSF for the indicated periods, and analyzed for the expression of KLF2, KLF4, or c-Myc by qRT-PCR (mean ± SD, *n* = 3). The fold change for each gene relative to the unstimulated control and the expression level of these genes relative to GAPDH are shown in left and right, respectively. **b** The self-renewing macrophages were M-CSF-depleted and restimulated with rhM-CSF or rmGM-CSF for the indicated periods and analyzed for the expression of KLF2 (upper) or c-Myc (lower) by qRT-PCR (mean ± SD, *n* = 3). The expression level of these genes relative to GAPDH is shown. **c** The self-renewing macrophages or primary bone marrow-derived macrophages were M-CSF-depleted and restimulated with rhM-CSF for the indicated periods, and analyzed for the expression of KLF2 (upper) or c-Myc (lower) by qRT-PCR (mean ± SD, *n* = 3). The expression level of these genes relative to GAPDH is shown. **d** The self-renewing macrophages or primary bone marrow-derived macrophages were M-CSF-depleted and restimulated with rhM-CSF for the indicated periods, and analyzed for the expression of MafB by qRT-PCR (mean ± SD, *n* = 3). The expression level of these genes relative to GAPDH is shown.

Of interest, we also found that MafB, the suppressor of KLF2 expression^17^, was gradually downregulated after M-CSF stimulation in the self-renewing macrophages, which was in sharp contrast to its upregulation by the same stimulation in primary macrophages (Fig. 6d). In the same assay, we could not obtain reliable results for c-Maf because of its low basal level of expression (data not shown). Thus, the strong upregulation of KLF2 by M-CSF stimulation might be explained at least in part by the downregulation of MafB.

### Reduced proliferation and cell cycle arrest of the self-renewing macrophages by KLF2 knockdown

To test whether the upregulation of KLF2 is critical for the proliferation of the self-renewing macrophages, we performed knockdown experiments. A mixture (pool-A or pool-B) of four nontargeting siRNAs was used as a control. To knockdown KLF2, a mixture (pool) or individual siRNA (#2, #3, or #4) was used. When transfected, all the KLF2-specific siRNAs reduced the expression of KLF2 (Fig. 7a) and the number of the self-renewing macrophages (Fig. 7b), the latter of which was accompanied by the cell cycle arrest (Fig. 7c, d, Supplementary Fig. 6a) and increased Annexin V^+^/7-AAD^+^ cells (Fig. 7e, f, Supplementary Fig. 6b). Because we detected neither cleaved caspase 3 nor cleaved caspase 7 in the KLF2 knockdown culture (Supplemental Fig. 6c), the cell cycle arrest, but not apoptosis, might be the main reason for cell death induced by KLF2 knockdown.

**Fig. 7:**
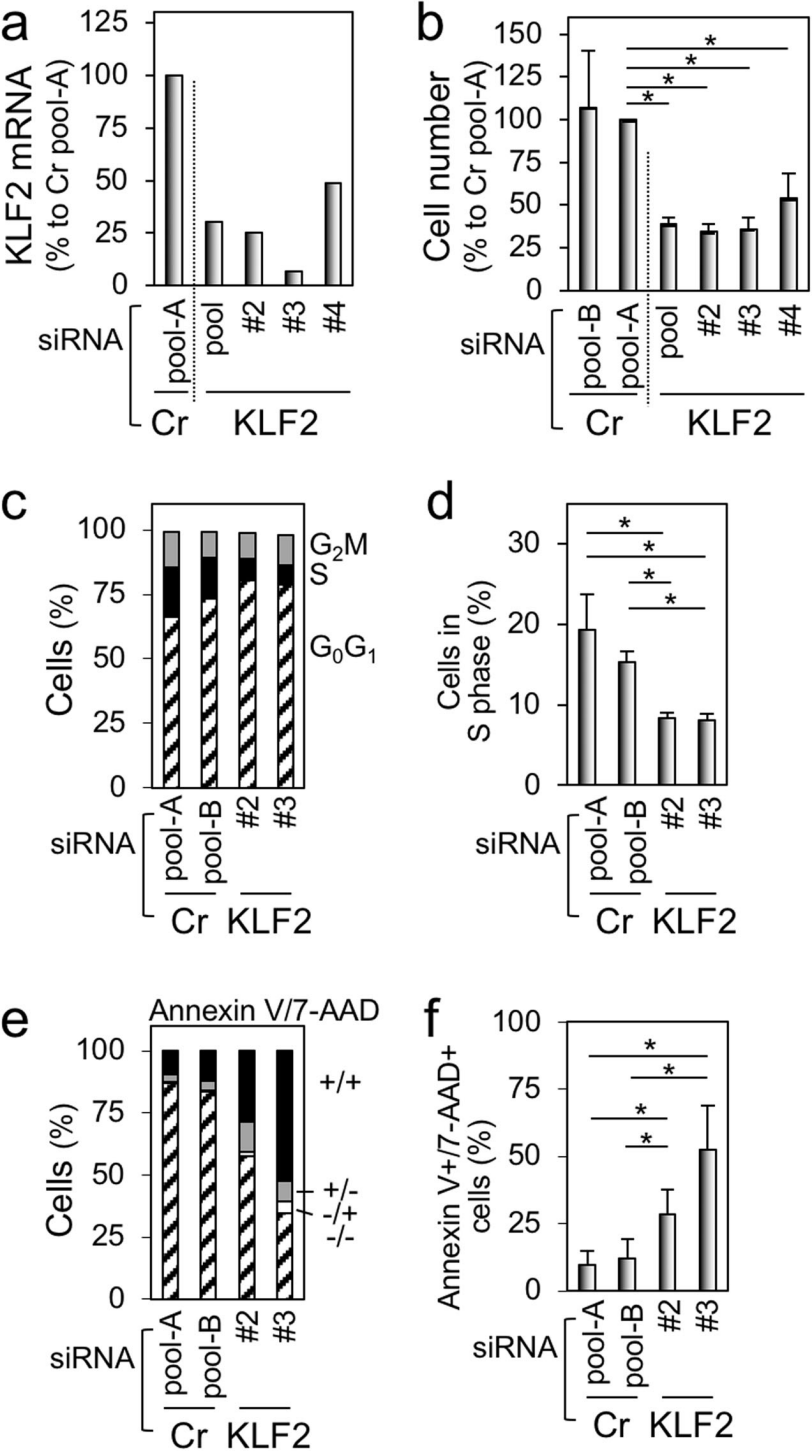
The effect of knockdown of KLF2 on proliferation of the self-renewing macrophages. **a** The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and analyzed for the expression of KLF2 by qRT-PCR. The level of KLF2 is shown, by setting the value of the control (transfection with Cr pool-A siRNA) as 100%. **b** The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and subjected to the MTT assay. The number of cells is shown, by setting the value of the control (transfection with Cr pool-A siRNA) as 100% (mean ± SD, *n* = 3), *p < 0.05. **c**, **d** The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and subjected to the cell cycle analysis. In **d**, the percentage of cells in the S phase is summarized (mean ± SD, *n* = 3), *p < 0.05. **e**, **f** The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and subjected to the apoptotic cell analysis. In **f**, the percentage of cells positive for both Annexin V and 7-AAD is summarized (mean ± SD, *n* = 3), *p < 0.05.

As shown earlier (see Fig. 6a), c-Myc, the critical regulator of cell proliferation, was upregulated by M-CSF stimulation in the self-renewing macrophages whereas KLF4 showed a modest upregulation. Of interest, not only knockdown of c-Myc (Fig. 8a) but also knockdown of KLF4 (Fig. 8b) significantly reduced the number of the self-renewing macrophages (Fig. 8c). Although the cell cycle arrest was observed only by c-Myc knockdown (Fig. 8d, e, Supplementary Fig. 7a), the increased Annexin V^+^/7-AAD^+^ cells was induced by both c-Myc- and KLF4 knockdown (Fig. 8f, g, Supplementary Fig. 7b). These results might be explained by a network of self-renewal genes, as proposed in Maf-DKO macrophages^17^. Indeed, c-Myc knockdown did not affect the expression of KLF2 and KLF4 (Supplementary Fig. 8a), but KLF4 knockdown reduced the expression of KLF2 and c-Myc (Supplementary Fig. 8b). Thus, the reduced cell proliferation by KLF4 knockdown might be due to the reduced expression of KLF2 and/or c-Myc. Our results strongly suggest that the continuous proliferation of the self-renewing macrophages in the presence of M-CSF mainly requires upregulation of KLF2 and c-Myc.

**Fig. 8:**
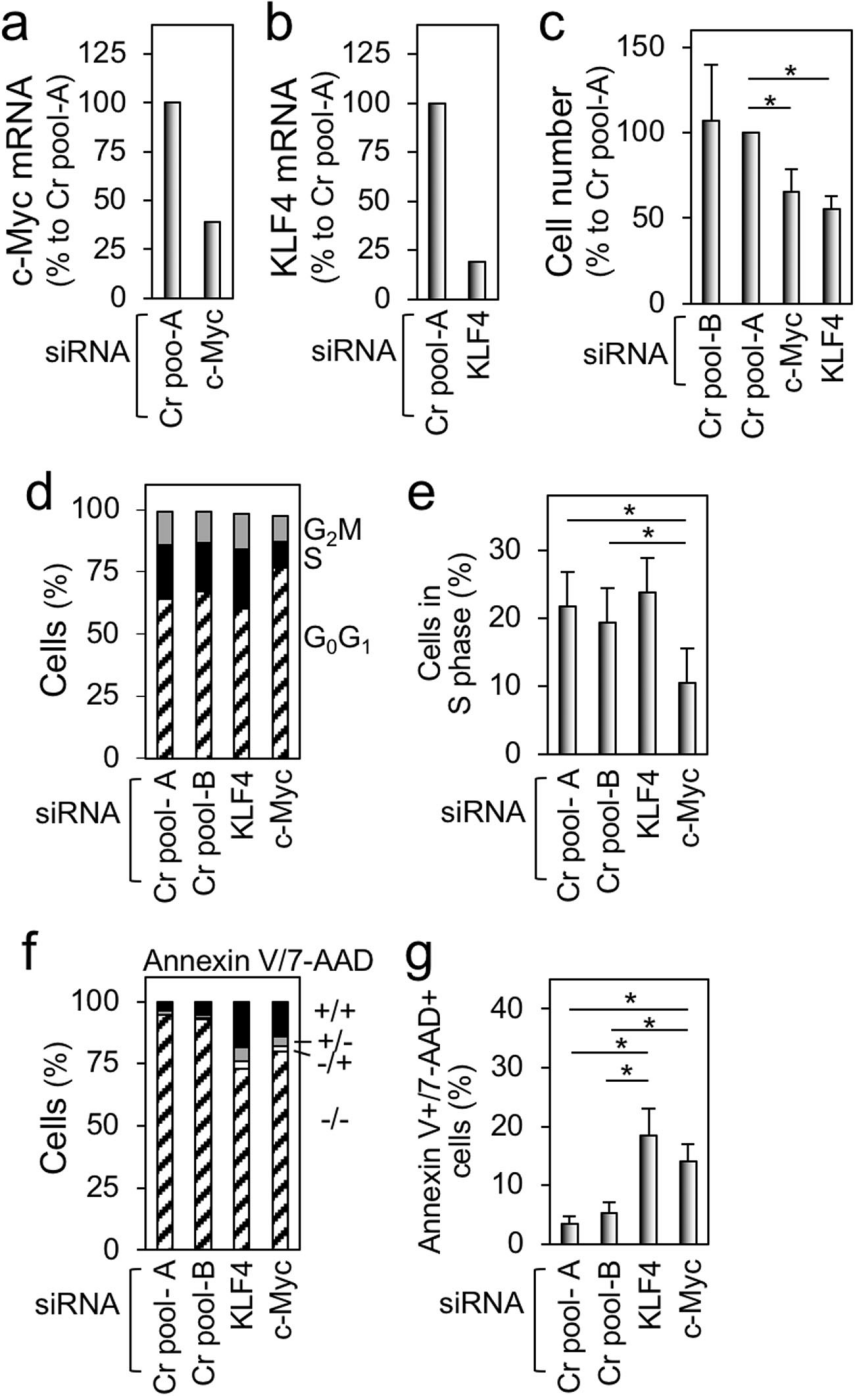
The effect of knockdown of c-Myc or KLF4 on the proliferation of the self-renewing macrophages. **a** The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and analyzed for the expression of c-Myc by qRT-PCR. The level of c-Myc is shown, by setting the value of the control (transfection with Cr pool-A siRNA) as 100%. **b** The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and analyzed for the expression of KLF4 by qRT-PCR. The level of c-Myc is shown, by setting the value of the control (transfection with Cr pool-A siRNA) as 100%. **c** The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and subjected to the MTT assay. The number of cells is shown, by setting the value of the control (transfection with Cr pool-A siRNA) as 100% (mean ± SD, *n* = 3), *p < 0.05. **d**, **e** The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and subjected to the cell cycle analysis. In **e**, the percentage of cells in the S phase is summarized (mean ± SD, *n* = 3), *p < 0.05. **f**, **g** The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and subjected to the apoptotic cell analysis. In **g**, the percentage of cells positive for both Annexin V and 7-AAD is summarized (mean ± SD, *n* = 3), *p < 0.05.

## Discussion

In this study, we report the expansion of the adult bone marrow-derived, non-tumorigenic M-CSF-dependent self-renewing macrophages. This study supports the idea that homeostasis of tissue-resident macrophages occurs neither entirely by self-maintenance of embryo-derived cells nor renewal from the bone marrow, but depends on a combination of these processes. When combined with the precedent embryo-derived cell model^12^, our new cell model would be useful to study the biology of self-renewing macrophages with different origins.

Our cells resemble MPI cells, the mouse fetal liver-derived self-renewing macrophage model^12^, in weak expression of MHC-II (Fig. 4a) and high sensitivity to LPS (Fig. 4c). However, the in vitro doubling time of our cells (~4 days) is longer than that of the MPI cells^12^ and Maf-DKO macrophages^16^. We demonstrated the importance of KLF2 for the self-renewal of our cells (Figs. 6 and 7), but the role of KLF2 and other transcription factors, such as KLF4, c-Myc, c-Maf, or MafB, in the self-renewal of the MPI cells remains unclear. The dynamics of expression of these factors after mitogenic stimuli or the effect of knockdown of KLF2 or KLF4 on the proliferation has not been reported for the MPI cells. Of interest, at the basal level, the MPI cells exhibited higher expression of KLF4 and c-Myc (KLF2 was not included in the analysis) and lower expression of c-Maf and MafB, when compared to bone marrow-derived primary counterparts^12^. Such features are reminiscent of those of Maf-DKO macrophages^16,17^, and not seen in our cells (Supplementary Fig. 5a–c). Thus, this difference might explain the faster proliferation of the MPI cells. Also, the MPI cells and our cells are different in the responses to GM-CSF and M-CSF: the MPI cells proliferate more rapidly in the presence of GM-CSF^12^, whereas our cells proliferate in the presence of M-CSF, but not of GM-CSF (Fig. 3). These results may suggest that self-renewing macrophages with different origins have their proliferative capacity, and overlapping but not identical machinery for their proliferation.

M-CSF receptor ligands (M-CSF and IL-34), but not IL-4, IL-3, or IL-33 that has been reported to induce macrophage self-renewal in helminthiasis^20,21^, support the continuous proliferation of our cells. Consistent with this, M-CSF downregulates MafB in our cells, but not in primary counterparts (Fig. 6d). Although the underlying molecular mechanism remains unanswered, the downregulation of MafB may allow for the strong upregulation of KLF2 in our cells (Fig. 6a) because MafB is the suppressor of KLF2 expression^17^. Our finding is consistent with a study demonstrating that neuropeptide FF not only enhances the rate of proliferation of adipose tissue macrophages, but also downregulates MafB expression in the cells^22^. Recently, additional factors such as deacetylase Sirtuin1 (ref. ^23^), and transcription factors such as GATA6 (ref. ^24^), Bhlhe40 (refs. ^25,26^), and Bhlhe41 (ref. ^26^) have been reported to contribute to self-renewal of macrophages. Of these, Bhlhe40 has been shown to repress the expression of MafB and c-Maf^25^. Therefore, to clarify the precise molecular mechanism for M-CSF-dependent continuous proliferation of our cells, it will be important to include these new factors in the analysis.

Although the precursor cells for our cells and its frequency in the bone marrow remain unexplored, they can be expanded readily (Fig. 1) and independently of mouse strains (Supplementary Fig. 1). In mice studies, non-proliferating macrophages prepared by culturing bone marrow cells with M-CSF or GM-CSF for 5–7 days are generally used. Experiments with our cells skip the differentiation step and reduce the repeated use of mice. Our cells can also be utilized for the study of osteoclastogenesis (Fig. 5c), and would be useful for a wide range of fields, including host–pathogen interactions because the proliferation of host cells is critical for the mutual interaction. It would also be interesting to examine how our cells differentiate into tissue-specific macrophages, and how transcription factors that maintain the tissue-specific identities of macrophages, such as ZEB2 (refs. ^27–29^), are involved in the processes. In conclusion, our study shows the presence of self-renewing macrophages in the bone marrow, and provides the macrophage model that requires M-CSF and KLF2 as an extrinsic and intrinsic factor, respectively, for its unlimited proliferative capacity.

## Materials and methods

### Mice

C57BL/6 mice were used for the establishment of self-renewing macrophages. BALB/c mice were also used in selected experiments. The immunodeficient BALB/c Rag-2^−/−^Jak3^−/−^ mice^30^ were used for in vivo tumorigenic assay. These mice were maintained under specific pathogen-free conditions at the animal research facility of Kumamoto University. Procedures and protocols for animal experiments were approved by the institutional animal care and use committee of Kumamoto University.

### Cytokines

Recombinant human (rh) M-CSF (a gift from Morinaga Milk Industry, Kanagawa, Japan), which is cross-reactive to murine cells^31^, was used to expand and maintain self-renewing macrophages. Recombinant murine (rm) M-CSF (BioLegend) was also used in a selected experiment. Other cytokines used were as follows: rmGM-CSF (BioLegend), rmIL-4 (BioLegend), rmIL-13 (Peprotech), rmIL-33 (Peprotech), rmIL-34 (BioLegend), and rhRANKL (Oriental Yeast, Tokyo, Japan).

### Preparation of bone marrow monocyte-derived primary macrophages

Total bone marrow cells, which were obtained from C57BL/6 mice, were suspended into RPMI1640 media supplemented with 10% heat-inactivated FCS and 100 ng/ml rhM-CSF (complete media) at a density of 3 × 10^5^ cells/ml, seeded onto non-coated 10-cm dishes, and cultured for 5–7 days. The adherent cells were hereafter referred to as bone marrow monocyte-derived primary macrophages^32^.

### Establishment of bone marrow-derived self-renewing macrophages

Cells in the culture mentioned above were subjected to repeated detachment/reseeding: the adherent macrophages were detached using 0.25% trypsin and combined with floating cells, and they were suspended into fresh complete media at a density of 3 × 10^5^ cells/ml, seeded onto 10 cm non-coated dishes, and cultured for 5–7 days. In the fourth passage, most cells ceased to proliferate and begun to die. Instead, several growing colonies composed of macrophage-like adherent cells appeared. These cells were hereafter referred to as bone marrow-derived self-renewing macrophages, and maintained with complete media. Unless otherwise stated, bulk cells, but not clones, were used.

### Cell sorting

Cells in the culture mentioned above (the fourth passage) were detached from dishes using an enzyme-free cell dissociation buffer (Gibco) and stained with allophycocyanin (APC)-labeled anti-MHC-II (I-A/I-E) antibody (M5/114; BioLegend). MHC-II-low or MHC-II-high cell fraction in the live cell gate was sorted using a FACS Aria II (BD Biosciences). Sorted cells were subjected to proliferation assay.

### Flow cytometry for the expression of cell surface molecules, and phagocytic and macropinocytic activities

The expression of cell surface molecules on macrophages, which were detached from dishes using the enzyme-free cell dissociation buffer, was determined by flow cytometry on a FACSVerse (BD Biosciences) using FlowJo software (Tree Star). The following antibodies were used were: APC-anti-MHC-II (M5/114; BioLegend), FITC-anti-MHC-I (H-2) (M1/42; BioLegend), PE-anti-M-CSF receptor (AFS98; eBioscience), APC-anti-CD45 (30-F11; BioLegend), FITC-anti-F4/80 (BM8; BioLegend), FITC-anti-CD11b (Mac-1) (M1/70; BioLegend), FITC-anti-CD11c (N418; BioLegend), FITC-anti-CD80 (16-10A1; eBioscience), PE-anti-CCR2 (SA203G11; BioLegend), PE-anti-EphA2 (REA579; Miltenyi Biotec), and PE-anti-CD61 (integrin β_3_) (2C9.G2; BioLegend). The phagocytic activity of cells was determined by measuring the uptake of fluorescent microspheres (Fluoresbrite carboxylate microspheres, 0.7 μm in diameter; Polysciences), as described previously^33^. The macropinocytic activity was determined by measuring the uptake of Lucifer yellow (Sigma), as described previously^34^.

### In vitro cell proliferation assay and in vivo tumorigenic assay

The number of cells in cultures was assessed by the trypan blue dye exclusion method or using MTT reagent. In the MTT assay, the absorbance of wells was measured at 595 nm using a microplate reader (Bio-Rad). In a selected experiment, liposomal clodronate (FormuMax Scientific) was added to cultures as described previously^35^. In the tumorigenic assay, BALB/c Rag-2^−/−^Jak3^−/−^ mice^30^ were injected with self-renewing macrophages (1 × 10^5^ cells per mouse and six mice for each group) intravenously, intraperitoneally, or subcutaneously (into both flanks). The number of living and tumor-free mice was monitored at 3, 6, and 9 weeks after injection of cells.

### Cytokine/chemokine production

The relative levels of various cytokines and chemokines in media conditioned by macrophages were analyzed using a mouse cytokine array (R&D Systems) according to the manufacturer’s instructions. The concentrations of TNF-α and IL-6 in media conditions by macrophages stimulated with LPS (from *Escherichia coli*, serotype 0111:B4; Alexis) were determined using ELISA kits. Kits used were as follows: ELISA MAX standard set for IL-6 (BioLegend) and Quantikine kit for TNF-α (R&D Systems).

### Microarray

Total RNA was prepared from macrophages, and microarray analysis was performed at TaKaRa-Bio (Shiga, Japan) using SurePrint G3 Mouse Gene Expression 8x60K v2 and GeneSpring 12.5 software (Agilent Technologies). Microarray data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GSE142619).

### Dendritic cell differentiation assay

Self-renewing macrophages were cultured with RPMI1640 medium supplemented with 10% FCS, 10 ng/ml rmGM-CSF, and 10 ng/ml rmIL-4 for 5 days. Cells were detached from dishes using the enzyme-free cell dissociation buffer, and analyzed for the expression of CD11c, CD80, and MHC-II by the flow cytometry.

### Osteoclast differentiation assay

Self-renewing macrophages were cultured with α-MEM medium supplemented with 10% FCS, 100 ng/ml rhM-CSF, and 100 ng/ml rhRANKL for up to 7 days. Cells were fixed and subjected to tartrate-resistant acid phosphatase (TRAP) staining as described previously^36^. TRAP activity was also quantified using the TRAP solution kit (Oriental Yeast). qRT-PCR for the expression of TRAP, cathepsin K, OSCAR, or integrin β_3_ was performed as described previously^36^.

### Real-time RT-PCR

Macrophages were analyzed for the expression of KLF2, KLF4, c-Myc, c-Maf, MafB, or PU.1 mRNA followed by the normalization to the mRNA level of GAPDH, as described previously^37^. In brief, RNA was isolated using the ISOGEN II reagent (Nippon Gene, Tokyo, Japan), and each cDNA was prepared using M-MLV RT (Invitrogen). qPCR was performed with SYBR Premix Ex Taq II (TaKaRa-Bio) using a LightCycler (Roche). In a selected experiment, mouse ES cells^38^ were used as a reference. To assess the levels of mRNA of target genes after the stimulation with M-CSF macrophages maintained with rhM-CSF were factor-depleted for 6 h or longer^39^, and then left untreated or treated with 100 ng/ml rhM-CSF. In selected experiments, rhGM-CSF (10 ng/ml) was used as a reference. RNA isolated from these treated cells was also subjected to real-time RT-PCR. Primer sequences are as follows: 5′-accaagagctcgcacctaaa-3′ and 5′-gtggcactgaaagggtctgt-3′ (KLF2), 5′-ctgaacagcagggactgtca-3′ and 5′-gtgtgggtggctgttctttt-3′ (KLF4), 5′-cggacacacaacgtcttggaa-3′ and 5′-aggatgtaggcggtggctttt-3′ (c-Myc), 5′-gtgagaaaagcagttgcccg-3′ and 5′-agcttctcaccataccatcgac-3′ (c-Maf), 5′-tgaatttgctggcactgctg-3′ and 5′-aagcaccatgcggttcataca-3′ (MafB), 5′-gtagcgcaagagatttatgcaaac-3′ and 5′-gcacaagttcctgattttatcgaa-3′ (PU.1), and 5′-aaggtcatcccagagctgaa-3′ and 5′-ctgcttcaccaccttcttga-3′ (GAPDH). To show the fold change for each target mRNA, its level was normalized to GAPDH level in the same sample. To clarify an abundance of each target mRNA, its level was also shown by setting GAPDH level as 1.

### RNA interference

Knockdown of target genes (M-CSF receptor, KLF2, KLF4, and c-Myc) in macrophages was performed using Lipofectamine RNAiMAX reagent (Invitrogen) and siRNA, as described previously^40^. In brief, cells were suspended in antibiotic-free RPMI1640/10% FCS/100 ng/ml rhM-CSF media, seeded onto six-well plates (2 × 10^5^ cells/well), and cultured for 1 day. Cells were then transfected with 50 pmol/well of siRNA using 7.5 μl/well of Lipofectamine RNAiMAX. After 6 h of transfection, media were replaced with fresh complete media containing antibiotics, and cells were cultured for another 2 days. The knockdown efficiency was assessed by qRT-PCR, and transfected cells were subjected to experiments, including proliferation assay, cell cycle analysis, and apoptotic cell analysis. siRNAs used are as follows (all from Dharmacon): nontargeting siRNAs (pool #1; D-001206-13, and pool #2; D-001206-14), M-CSF receptor-specific siRNA (pool; M-044650), KLF2-specific siRNAs (pool; M-046974, #2; M-046974-02, #3; M-046974-03, and #4; M-046974-04), KLF4-specific siRNA (pool; M-040001), and c-Myc-specific siRNA (pool; M-04813).

### Cell cycle analysis and apoptotic cell analysis

Self-renewing macrophages transfected with siRNA were detached from dishes using the enzyme-free cell dissociation buffer and fixed with 70% ethanol. The nuclei were stained with propidium iodide in RNase-containing buffer and analyzed on FACSVerse. Cell cycle (G_0_G_1_, G_2_M, and S) was analyzed using FlowJo software. Cells were also analyzed using the PE Annexin V apoptosis detection kit with 7-AAD (BioLegend) according to the manufacturer’s instructions.

### Statistical analysis

The statistical significance of the inter-sample differences was determined using the paired Student’s *t*-test. *P*-value < 0.05 was considered significant.

## Supplementary information

Supplemental Figure Legends

Supplemental Figure S1

Supplemental Figure S2

Supplemental Figure S3

Supplemental Figure S4

Supplemental Figure S5

Supplemental Figure S6

Supplemental Figure S7

Supplemental Figure S8

# Supplementary material for: Establishment of bone marrow-derived M-CSF receptor-dependent self-renewing macrophages
**Source:** Cell Death Discov. 2020 Jul 23;6:63. doi: 10.1038/s41420-020-00300-3
**Supplement:** Supplementary file 1 — Supplemental Figure Legends

**Supplemental Figure Legends**

**Supplementary Fig. S1 The proliferation of self-renewing macrophage clones obtained from C57BL/6 or BALB/c mice.**

The clones were obtained as in Fig. 1a, and cultured in the presence of rhM-CSF as indicated. The number of viable cells was counted (mean±SD, n=3).

**Supplementary Fig. S2 Non-tumorigenicity of the self-renewing macrophages.**

BALB/c Rag-2^-/-^Jak3^-/-^ mice were injected with self-renewing macrophages (1 x 10^5^ cells/mouse, n=6) subcutaneously (SC; into both flanks) as in Fig. 2. These mice were monitored for the formation of tumors at 9 weeks after injection of cells.

**Supplementary Fig. S3 M-CSF receptor expression in IL-4-treated self-renewing macrophages.**

The self-renewing macrophages were cultured for 2 days with rhM-CSF alone or rhM-CSF plus rmIL-4 (10 or 100 ng/ml) as indicated, and analyzed for the expression of M-CSF receptor (M-CSFR) by flow cytometry. MFI, mean fluorescence intensity.

**Supplementary Fig. S4 Gene expression profile of the self-renewing macrophages.**

(**a**) Microarray analysis showing genes with differential expression between the self-renewing macrophages and primary bone marrow-derived macrophages.

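Among genes measured on both arrays, where all probes well above background on both moved the same way, the largest rise in the self-renewing macrophages was that of Stap2, at 77.0-fold. It was followed by Vldlr at 49.0-fold, Cxcl14 at 41.5-fold, Cdkn2b at 33.6-fold and Flt1 at 30.3-fold. Rtn4rl1, Adarb1, Neo1, Id3 and C3 rose between 23.1-fold and 25.1-fold. For Cxcl14, a second probe that was well above background on 1 array only went the other way, with a bound of -0.52 log2. Over the alternatives, Stap2 moved most with the model-based background correction, to 4.99 log2, and Cxcl14 with the mean over its probes, to 2.43 log2. Among the falls, Prxl2a, Ly86, Hpse and Mmp8 stood first, at -7.55, -7.48, -7.41 and -7.21 log2, and all but Hpse were measured by 1 probe each. Next came Ccr2, which fell by 6.64 log2, and Apoe, Csrp2, Dcstamp and Ctsh. Of genes detected in the self-renewing macrophages only, Eif2s3y was at least 157-fold higher, and Ceacam10, Pcdhb16 and Tjp1 were at least 29.8-fold, 28.1-fold and 24.0-fold higher. Eif2s3y is Y-linked. Of genes detected in primary macrophages only, the largest bounds were those of Scd2 at -11.10 log2, S100a9 at -10.96 log2, S100a8 at -9.64 log2, Pla2g7 at -9.17 log2 and Mgst1 at -8.73 log2. S100a8 and S100a9 are markers of neutrophils, and all 8 detected genes of a list of 10 neutrophil markers were lower in the self-renewing macrophages.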

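Epha2, which encodes the receptor EphA2, was well above background in the self-renewing macrophages only. Its signal there lay 1.51 log2 above the 75th percentile, and it was at least 105-fold higher than in primary macrophages, as measured by 1 probe. With the model-based background correction, its bound was 4.20 log2 in place of 6.71 log2. Itgb3, which encodes the integrin CD61, was represented by a probe well above background in primary macrophages only, at 1.48 log2 above the 75th percentile, and was at least 94.2-fold higher there than in the self-renewing macrophages. A second, dimmer Itgb3 probe that was well above background on both arrays moved the same way by a smaller amount, -1.45 log2 in the self-renewing macrophages. The mean over both probes was -4.00 log2.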

(**b**) In the microarray analysis, Eph2 was high in the self-renewing macrophages whereas CD61 was high in primary bone marrow-derived macrophages (data not shown), which was confirmed by flow cytometry.

(**c**) Enrichment plots of activated TLR4 signaling (upper) and NF-κB/MAPK activation mediated by TLR4 signaling (lower) following Gene set enrichment analysis (GSEA) of the microarray data from self-renewing macrophages versus primary bone marrow-derived macrophages.

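Among the genes of the TLR4 receptor complex and its adaptors, Tlr4 itself was 1.26-fold higher in the self-renewing macrophages, although its 2 probes gave 0.34 and -0.07 log2. Cd14 was 1.61-fold lower, and Ly96 and Myd88 differed by -0.10 and 0.16 log2, where Ly96 was higher under 1 of the alternatives. The median of 23 genes on a list of this complex lay at percentile 81.2 of random lists. Of these genes, 2 were at least 2-fold higher, namely Ikbke at 2.49-fold and Sarm1 at 3.35-fold, and 1 was at least 2-fold lower, Sigirr at 2.30-fold. Sarm1 was measured by 1 dim probe, at -3.5 and -1.7 log2 relative to the 75th percentile in primary and self-renewing macrophages. The counts do not separate genes that promote signalling from genes that restrain it. Within the MAP kinase and NF-κB sets, 4 genes were at least 2-fold higher and 0 at least 2-fold lower. These 4, chosen here after their values were seen, were Nfkbia at 1.63 log2, Dusp6 at 1.48 log2, Mapk11 at 1.42 log2 and Nfkb2 at 1.09 log2. Across the wider set of activated TLR4 signalling, 8 genes were at least 2-fold higher and 3 at least 2-fold lower.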

**Supplementary Fig. S5 The expression of transcription factors in the self-renewing macrophages.**

(**a**) Primary bone marrow-derived macrophages (Primary), once passaged primary bone marrow-derived macrophages (+1 passage), and the self-renewing macrophage clone (#2, #5 and #6) were analyzed for the expression of KLF2, KLF4, c-Myc or MafB by qRT-PCR (mean±SD, n=3). The fold change for each gene relative to primary bone marrow-derived macrophages is shown.

(**b**) ES cells and the self-renewing macrophages left untreated or stimulated with rhM-CSF for 30 minutes were analyzed for the expression of KLF2, KLF4 or c-Myc by qRT-PCR (mean±SD, n=3). The fold change for each gene relative to the un-stimulated self-renewing macrophages and the expression level of these genes relative to GAPDH are shown in upper and lower, respectively.

**Supplementary Fig. S6 The effect of knockdown of KLF2 on cell cycle and apoptosis of the self-renewing macrophages.**

(**a**, **b**) The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and subjected to the cell cycle analysis (**a**) or apoptotic cell analysis (**b**). Typical examples are shown. (**c**) The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and subjected to western blotting using the following antibodies: anti-cleaved caspase 3 (#9661; Cell Signaling Technology), anti-cleaved caspase 7 (#8438; Cell Signaling Technology), and g-tubulin (C-20; Santa Cruz Biotechnology, as a loading control). The un-transfected self-renewing macrophages cultured with M-CSF (M-CSF+) or M-CSF-depleted for 12 hours (M-CSF-) were also analyzed as references. Western blotting was performed as described previously (Panaampon J, Kudo E, Kariya R, Okada S. Ephedrine enhances HIV-1 reactivation from latency through elevating tumor necrosis factor receptor II (TNFRII) expression. *Heliyon* 2019; **5**: e02490). Data shown are representative of 3 independent experiments with similar results.

**Supplementary Fig. S7 The effect of knockdown of c-Myc or KLF4 on cell cycle and apoptosis of the self-renewing macrophages.**

(**a**, **b**) The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and subjected to the cell cycle analysis (**a**) or apoptotic cell analysis (**b**). Typical examples are shown.

**Supplementary Fig. S8 The effect of knockdown of c-Myc or KLF4 on the expression of other transcriptions factors in the self-renewing macrophages.**

(**a**, **b**) The self-renewing macrophages were transfected with siRNAs indicated, cultured for 2 days, and analyzed for the expression of transcription factors indicated by qRT-PCR. The macrophage lineage-defining transcription factor PU.1 is also included. The level of these transcription factors is shown by setting the value of the control (transfection with Cr pool-A siRNA) as 100% (mean±SD, n=3). **p*<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

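RNA of 1 culture of primary macrophages and 1 culture of self-renewing macrophages was measured on Agilent SurePrint G3 mouse arrays with 1 dye. The authors deposited the scanner's output, made with Feature Extraction 11.5.1.1, in which the intensity of each spot is given raw and after background subtraction and detrending within the array, and without scaling between arrays. The authors also deposited a table of intensity values on the linear scale that equal the background-corrected intensity times 1 constant per array over all 59305 gene spots. How the constants were chosen is not stated in the paper's text. The flags deposited by the authors mark spots well above background, saturated spots and outlier spots.

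From these values, log2 of the background-corrected intensity was computed here relative to each array's 75th percentile over gene probes. Control spots and spots with an outlier flag, 63 gene spots on each array, were left out, and spots of the same probe were averaged. Probes were named through their accessions in a table of the GRCm38.p6 assembly, which matched 32988 of 56598 probes and 22910 genes. The other probes were not analysed here as genes. The array design uses an earlier assembly, so no coordinates are given, and the table served for names and for the order of neighbouring genes. Of 5077 genes with several probes well above background on both arrays, 2 had probes that differed by 2-fold in opposite directions.

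Differences were reported by size, with thresholds of 2-fold and 5-fold chosen here since the paper's text states none for its arrays. No test was made, as 1 array per cell type gives no spread between replicates, and this limits the precision of every value. The median of a gene list was set against 10000 random lists of the same size, drawn from the same of 20 classes of mean expression. On simulated arrays with 15513 genes, of which 200 were changed 4-fold, 95.5% of the changed genes were recovered at 2-fold and 0 unchanged genes were called. Both simulated arrays were drawn from the primary array, with noise smaller than the SD of 0.325 log2 between probes of a gene. Beyond the changed genes and a shift of the whole array, they held no difference between cultures. The simulation therefore checks the calculation and gives no rate of false calls for the 2 real arrays. Genes named in the text are those the paper names, those of the lists of the TLR4 receptor complex and of ES cell self-renewal, the 10 largest rises and 10 largest falls among named genes measured on both arrays, where all probes of the gene that were well above background on both arrays moved at least 2-fold the same way, and the 5 largest bounds in each direction. Other named genes were chosen after their values were seen, and the text says so. The gene lists were written before the data were examined, as were the alternatives, except 3 lists, among them those of housekeeping genes and glycolysis genes. Results for some genes and 1 of these lists are not reported here. Gene sets were those of Reactome with 10 to 300 detected genes, 858 in all, as distributed with the R package fgsea 1.28.0. The paper's set of NF-κB and MAPK activation by TLR4 is not among them, and the union of 2 related sets took its place.

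The alternatives were a normexp background correction with an offset of 50, quantile normalization, the 75th percentile or the median over probes well above background on both arrays, the authors' scaled values, no filter on background, only genes well above background on both arrays, and the mean over a gene's probes. For the gene sets, a list written by hand and the mean were added. The files hold no mean spot signal, so normexp used the median spot signal with the median local background. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The samples' other assays were not analysed here.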

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

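The results in this part are signals in genes the paper does not discuss, picked out from the table of all genes, the gene lists and the order of neighbouring genes after their values were seen. The check of sex-linked genes and the marker lists of other cell types were planned. The tests of exchanged arrays, loss of the Y chromosome, Cdkn1a, the neighbouring genes and the proliferation genes were chosen only after the result was seen.

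The Y-linked gene Eif2s3y was well above background on the self-renewing array only, with a lower bound of 7.30 log2, as were Kdm5d, Ddx3y and Uty. Xist was well above background on the primary array only, with a bound of -5.25 log2. The labels give male mice for both. The number of Y-linked genes well above background on the primary array was 0, which is what a female or mislabelled primary sample would give. An exchange of the 2 arrays is argued against by Epha2, whose bound of 6.71 log2 goes the way the paper gives for these cells by flow cytometry. Loss of the Y chromosome from male cells is argued against by Xist at -5.25 log2. Male and female donors for the 2 cultures remain open, and a difference between the cell types in any gene that differs by sex cannot be separated from it. The Eif2s3x probes disagreed, at 1.81 and -0.72 log2, and the gene is a close relative of Eif2s3y.

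Cdkn1a was 64.8-fold lower in the self-renewing macrophages, at -6.02 log2. A failed probe is argued against by the second probe, at -4.30 log2. A deletion that takes in its neighbours is argued against by the 10 nearest measured genes, the lowest of which was at -0.74 log2. A deletion of the whole gene in every cell cannot be told apart from lower expression, since on the self-renewing array the brighter probe stood 3.17 log2 above the lowest signal well above background, but the dimmer one only 0.28 log2. Silencing of Cdkn1a and a smaller deletion were not tested.

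Cdkn2b was 5.07 log2 higher in the self-renewing macrophages, and both its probes rose, by 5.07 and 4.91 log2. Its neighbour Cdkn2a was 3.94 log2 higher. These differences kept their direction under every alternative, where Cdkn2b ranged from 4.36 to 5.26 log2. The cultures differ in passage and time in culture, and neither was tested as an explanation.

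From Cdc73 to Rnf2, 13 of 16 neighbouring genes measured on both arrays were higher in the self-renewing macrophages, with a median of 1.06 log2. The run was noticed with windows of 31 genes, where it held the highest median of any window, 0.78 log2. With windows of 15 genes, tried afterwards, the highest window lay elsewhere, from Atad1 to Ifit1 at 1.14 log2, and the highest window overlapping the run reached 1.07 log2. A chance order of changed genes is argued against, since 0 of 1000 shuffles of the gene order gave a window as high at either size. A gain in copy number may lie behind the median of 1.06 log2, but it cannot be told apart from shared regulation, because only RNA was measured.

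S100a9 was well above background on the primary array only, with a bound of -10.96 log2 in the self-renewing macrophages, and of 8 detected neutrophil markers all 8 were lower, with a median of -5.22 log2, from -5.24 to -3.01 log2 over the alternatives. None of the list's genes is in another list, and 3 of the 8 were well above background in the self-renewing macrophages too. RNA of neutrophils or their precursors left in the primary culture may contribute to the genes higher there, since this list fell together, with its median at -5.22 log2. S100a9 and S100a8 stood 5.88 and 4.56 log2 above the 75th percentile on the primary array. Elane went against the pattern, as it was nearly as high on both arrays, at -0.47 log2. A change of these genes within the macrophages, and the difference between cultures at day 5 and after passage 4, remain open and were not tested.

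All 40 genes of a proliferation list were lower in the self-renewing macrophages, with a median of -0.90 log2 at percentile 0.0 of random lists. A difference in scaling is argued against, since the highest median under any alternative was -0.71 log2. The number of dividing cells in either culture at the time of collection, and with it any biological explanation, was not tested.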

How the results depend on the processing

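No alternative or test in this part was chosen after the result was seen, except the use of spike-in probes. No paired analysis was possible because each cell type has 1 array. There being no replicates, a single gene was taken as unchanged by an alternative when it moved by less than 0.325 log2, the SD between probes of the same gene, and a list's median when it moved by less than the SD of its random lists.

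The authors' scaled values shift all genes by 0.19 log2 towards the self-renewing macrophages. With them, 1035 genes were higher and 1069 lower at 2-fold, so that 49.2% of these genes were higher, against 36.2% under the scaling used here, and the medians of the activated TLR4 signalling set and of the MAP kinase and NF-κB sets were 0.27 and 0.32 log2, with percentiles of 91.7 and 96.8. The other scalings and normexp moved the median over probes by 0.02 log2 or less. The share of higher genes at 2-fold was 40.7% with quantile normalization and 35.2% with the 75th percentile or the median over detected probes. For 8 spike-in control probes on the array, the median difference after scaling was -0.12 log2, from -0.60 to -0.08 log2.

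With the normexp background correction, 429 genes were higher and 750 lower at 2-fold, and 74 higher and 192 lower at 5-fold. The bounds of Epha2 and Itgb3 were then 4.20 and -4.27 log2. An offset is added to every signal in this correction, which by construction draws dim genes together. With no filter on background, 1192 genes were higher and 2336 lower at 2-fold, and 259 higher and 778 lower at 5-fold, over 22910 genes in place of 15515, and Itgb3 was at -7.37 log2. With only genes well above background on both arrays, 782 genes were lower at 2-fold and 201 at 5-fold, which follows from leaving out genes detected in primary macrophages only. Itgb3 was then represented by its dimmer probe, at -1.45 log2, and Epha2 had no value. With the mean over a gene's probes, Itgb3 was at -4.00 log2. More genes were lower than higher at 2-fold and at 5-fold under every alternative.

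The median of the activated TLR4 signalling set stayed above 0 under all 10 alternatives, from 0.07 to 0.27 log2, but its percentile passed 95 under 4 of them, up to 98.5, and not under the others or under the processing used here. That of the MAP kinase and NF-κB sets stayed above 0, from 0.12 to 0.32 log2, and its percentile was above 95 under 9 of 10 alternatives and at that value with the mean. For the hand-written list, 1 of the 9, this depended on the draw of random lists, which gave 94.6 in another draw. The count of self-renewal genes over 5-fold higher was 0 under every alternative. Besides Epha2 and Itgb3, whose values are given above, of 1280 values of 162 single genes under the alternatives 1202 moved by less than the SD between probes, 78 moved by more, in 52 genes, and 0 genes of at least 2-fold changed direction. The scalings shifted the median by 0.19 log2 or less, so few values could pass that SD, and each scaling moved 0 of 162. Keeping only genes detected on both arrays moved 0 of 146. The normexp correction moved 42 of 162, the mean over probes 21 and no filter on background 15. Genes with differences near 0, such as Klf4, took either sign.

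Signal over background limits these values most where a gene was detected on 1 array. Of the 454 genes at least 5-fold lower, 253 rest on a bound, and of the 159 genes at least 5-fold higher, 49 do.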

Other observations

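The comparison of lists with scaling for the activated TLR4 signalling set and the lists of other cell types were planned. The tests for the MAP kinase and NF-κB sets, the greater number of falls, the dim markers of other cell types, and Gapdh were chosen only after the result was seen. In all, 21 planned gene lists, 3 lists written afterwards and 858 Reactome sets were looked at, without any correction for their number.

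For the activated TLR4 signalling set, the small rise may reflect no more than the scaling and the spread of genes at like expression, as its percentile of 92.0 lies within the middle 90% of random lists. The MAP kinase and NF-κB sets together lay above the 95th percentile, at 96.7, and the smaller of them, of 21 genes, at 97.8. The larger, of 46 genes, lay at 94.5 and the hand-written list at 94.6. Whether their rise goes beyond the spread of genes at like expression thus depended on the list and stays open. Scaling moves the random lists much as it moves the sets, so it has little bearing on these percentiles. Of sets for other TLRs, picked here after their values were seen, the cascades of TLR9, TLR3 and TLR7 or TLR8 lay at 99.2, 98.9 and 98.9. The TLR2 cascade lay at 91.3 and the set of all TLR cascades at 89.0. Of the 858 sets, 270 lay below the 5th percentile and 61 above the 95th.

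The medians of 103 sets were below those of all 10000 random lists. The lowest of these were cholesterol biosynthesis at -1.34 log2, transcription specific to the start of S phase at -1.33 log2, unwinding of DNA at -1.20 log2, gene expression activated by SREBP at -1.15 log2 and activation of the pre-replicative complex at -1.03 log2. The medians of 6 sets were above those of all 10000 random lists. The highest of these were the endosomal and vacuolar pathway at 0.66 log2, peptide loading of class I MHC at 0.40 log2, interferon gamma signaling at 0.39 log2, immunoregulatory interactions between lymphoid and non-lymphoid cells at 0.27 log2 and interferon signaling at 0.23 log2. Sets with high medians but with random lists as high, such as anchoring fibril formation at 0.98 log2 over 10 genes, are not among them. All 10 medians kept their direction under the 8 alternatives.

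More genes were 5-fold lower than higher in the self-renewing macrophages. A less sensitive self-renewing array is argued against, since among genes above the 75th percentile on the brighter array 192 were 5-fold lower and 83 higher. For the genes higher in the self-renewing culture as a set, RNA of the 10 other cell types with a marker list is argued against. Of 81 markers on the array, 0 were at least 2-fold higher and well above background there. In markers that are bright on both arrays, such as Siglech, Acta2 and Pf4, a small share of other cells would not show, but 59 of the markers lay below the 75th percentile on the primary array, from 2 for neutrophils to 9 for fibroblasts, and 0 of these rose 2-fold. Cell types without a list were not tested, and a small share of other cells that adds to single genes remains open. The highest median difference of the lists was -0.039 log2, for fibroblasts, and 0.28 log2 at most over the alternatives, and only 4 of the fibroblast markers were detected. Besides neutrophils, megakaryocyte markers were lower, at a median of -1.53 log2, though this ranged from -2.68 to -0.26 log2 over the alternatives. The medians of the other lists were -0.79 log2 for B cells, -0.06 log2 for T and NK cells, -0.19 log2 for erythroid cells, -0.17 log2 for mast cells and basophils, -0.53 log2 for dendritic cells, -0.35 log2 for endothelial cells and -0.53 log2 for osteoclasts. The medians for fibroblasts, T and NK cells, mast cells and basophils, and dendritic cells were above 0 under at least 1 alternative.

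Gapdh, to which the paper relates its qRT-PCR values, was 1.68-fold lower in the self-renewing macrophages, and ranged from -0.82 to -0.56 log2 over the alternatives. A single odd probe is argued against by its 6 probes, of which the one that fell least was at -0.62 log2. The scalings tried here are argued against as its cause, since Gapdh was at -0.56 log2 where it fell least. The 14 other housekeeping genes went both ways, from -0.71 log2 for Tubb5 to 0.43 log2 for Gusb, with a median of -0.091 log2. The fall is in line with lower glycolysis genes, as the Reactome glycolysis set without Gapdh lay at percentile 1.2 of random lists, with a median of -0.23 log2 over 25 genes, from -0.42 to -0.043 log2 over the alternatives. In a list of 17 other glycolysis genes the median was -0.45 log2. This list and that of housekeeping genes were written after some of their values were seen.

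For proteins and transcripts that the paper measured by other assays, the arrays gave the following. Klf2 was 3.09-fold higher and Maf 1.36-fold higher in the self-renewing macrophages. Of the genes of MHC-II, H2-Aa was 5.40-fold, H2-Ab1 8.27-fold and H2-Eb1 5.29-fold lower, and the median of 9 detected genes of the MHC-II pathway was -2.15 log2. Ccr2 was at -6.64 log2. Ptprc (CD45) and H2-K1 (MHC-I) were 1.32-fold and 1.58-fold higher in the self-renewing macrophages, and Adgre1 (F4/80) and Itgam (Mac-1) 1.44-fold and 1.04-fold higher, where the paper's fluorescence in Fig. 4a is lower in these cells. Ccl3 and Ccl4 were 1.63-fold and 1.70-fold higher and Ccl5 2.98-fold lower, while the spots for all 3 proteins in Fig. 4d are darker for the self-renewing macrophages. Tnf was 3.13-fold higher in these cultures, for which the labels name no LPS, and Il6 was well above background on neither array. Csf1r was 1.31-fold higher. The median of 16 macrophage genes was 0.26 log2, and that of 10 detected genes of tissue-resident macrophages was -1.65 log2, from -1.67 to -0.81 log2 over the alternatives.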
